A study of Mus musculus with 8 samples. Its data were reported in "Inactivation of Sirt6 ameliorates muscular dystrophy in mdx mice by releasing suppression of utrophin expression" (2022).

How the data were processed

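H3K56ac, the acetylation of lysine 56 of histone H3, was profiled by chromatin immunoprecipitation and sequencing (ChIP-seq) in muscle stem cells (MuSCs), the resident stem cells of skeletal muscle. The cells were freshly isolated from C57BL/6 mice. Control mice were wild type, and Sirt6mKO mice lacked the deacetylase SIRT6 in the muscle lineage. The labels describe 8 libraries in 4 groups, with 2 replicates each of Control H3K56ac, Control input, Sirt6mKO H3K56ac and Sirt6mKO input. Input is chromatin sequenced without immunoprecipitation.

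The authors trimmed the reads with Trim Galore, aligned them to the mouse genome build mm10 with bowtie while keeping reads with a single alignment, removed duplicates with Picard and called peaks with MACS2. They removed blacklisted regions and merged overlapping peaks into one reference set with GenomicRanges. That merged list was the material analysed here. It gives the chromosome, start and end of each interval. The score column of the deposited list was 0 in every row and held no measurement. No column named a genotype or a replicate, and there were 0 columns of values per sample. The depth of each library is therefore unknown from this list, and no peak can be ranked by strength. The list does not state which libraries entered the merge, and an interval may come from Control libraries, from Sirt6mKO libraries or from both. The planned test of Sirt6mKO against Control needed counts per sample and was not run. Because merging adds intervals, widens them and fuses those that overlap, the number of peaks and their widths describe the union and not a single library. The requirement for a single alignment removes reads from repeated sequence, which lowers the chance of a peak there.

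Positions were compared with the GRCm38 assembly, which is the same build as mm10. No interval ran past the end of its chromosome, and 16 intervals overlapped an assembly gap of at least 100 bp. Genes and transcripts were taken from GENCODE vM21, with 141730 transcripts and 132629 distinct transcription start site (TSS) positions on the assembled chromosomes. Coordinates are given counting from 1 on GRCm38. A peak was assigned to the first feature that it overlapped by at least 1 bp, in the order promoter (within 3 kb of a TSS), 5′ UTR, 3′ UTR, exon, intron, downstream within 3 kb and distal intergenic. Promoters were also split at 1 and 2 kb, and exons and introns into first and other. Shares of peaks are given with Wilson 95% confidence intervals, which cover counting error only, because peaks are not biological replicates.

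Shares were compared with 1000 shuffled sets. Each peak kept its width and chromosome and was moved to a random place off assembly gaps. Two-sided permutation p-values were adjusted by the Benjamini-Hochberg method over 12 features, and the smallest p-value that 1000 shuffles can give is 0.001. The difference of median log2 widths between promoter and distal intergenic peaks was tested by a two-sided permutation test with 100000 resamples, whose smallest p-value is 1e-05. The share of 20 MuSC marker genes with a promoter peak was compared with that of 1972 olfactory and vomeronasal receptor genes by a two-sided Fisher's exact test. The marker genes were Pax7, Myf5, Myod1, Cd34, Vcam1, Itga7, Itgb1, Sdc4, Cdh15, Calcr, Cxcr4, Met, Megf10, Spry1, Chrdl2, Hey1, Heyl, Notch3, Sox8 and Des. Peak coverage of Utrn was ranked among protein-coding genes within 20% of its length. The genes named are genes that the study examines by chromatin or genetics (Utrn, Mstn, Sirt6, Pax7 and Dmd), stress response genes whose expression it measures (Dab2, Hspa2 and Ptpn22), the marker genes and the genes at the 5 widest peaks. These comparisons, their tests and the gene lists were fixed before the data were examined. For the closing observations, median promoter peak widths of the marker genes were set against 10000 random gene lists, sequence composition was compared with 1 random set of the same widths with 1000 bootstrap resamples, and peaks were moved 100 times within windows of 100 kb. These closing tests were set out after the list had been opened, and those on spacing and on chromosome X after their patterns were seen. Genes named outside the rule above, on chromosome Y, at the region with the most peaks and near the widest peak, were chosen after their values were seen.

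The alternatives were a promoter of 1 kb, the feature under the peak midpoint, protein-coding transcripts only, intervals of at least 500 bp, base pairs in place of peaks, intervals less than 1 kb apart joined, shuffles over all chromosomes or into gaps, a width difference less that of shuffled peaks, a length window of 50% for Utrn, 3 kb added on either side of each gene, and peaks per annotated TSS. Rotating all peaks of a chromosome by one offset, which keeps their spacing, and restricting the width comparison to peaks more than 1 kb from the next were chosen after seeing the data.

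The functions were tested on simulated data. Among 105600 randomly placed peaks, 0 of 11 features passed an adjusted p of 0.05 against 200 shuffles. Of 1000 peaks planted on a TSS, 1000 were assigned to promoters, as were 0 of the 1000 peaks planted elsewhere. A planted log2 width difference of 0.5 in 5000 peaks was recovered as 0.47, and 5.7% of 1000 width tests without a difference gave a p under 0.05. For gene lists of 20, 6% of 1000 random lists passed 0.05, and 99.9% of lists at 3 times the width did. In randomly placed peaks 4.19% of gaps were under 1 kb, against 3.83% after the peaks were moved within their windows. Python 3.11.15 was used with NumPy 2.4.6, SciPy 1.17.1 and numba 0.67.0.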

Results

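To determine where H3K56ac is located in the genome of MuSCs and how the loss of Sirt6 alters it, the study profiled freshly isolated MuSCs from Control and Sirt6mKO mice by ChIP-seq, with 2 H3K56ac libraries and 2 input libraries per genotype. One list of merged peaks was analysed here. It does not separate the genotypes, so the question of how H3K56ac differs in Sirt6mKO MuSCs was not analysed here, and the values below describe the merged set. There are no replicate values, and the depth of the libraries is unknown from the list.

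The merged set held 105600 H3K56ac peaks that covered 183.9 Mb, or 6.95% of the assembled sequence outside gaps. The median width was 974 bp, with quartiles of 626 and 2059 bp, a narrowest peak of 91 bp and a widest peak of 55966 bp. The 6339 peaks of at least 5 kb made up 6.00% of the peaks and 27.2% of the covered length. Many peaks were neighbours, since the median gap to the next peak was 1539 bp and 44.5% of the gaps were under 1 kb. Joining peaks less than 1 kb apart moved these values most and left 58591 regions with a median width of 1782 bp.

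To define the genomic features marked by H3K56ac, each peak was assigned to one feature. Promoters within 3 kb of a TSS held 36226 peaks, a share of 34.3% (Wilson 95% confidence interval 34.02% to 34.59%), and 24484 of these lay within 1 kb of a TSS. Distal intergenic regions held 24529 peaks, a share of 23.2% (23.0% to 23.5%). Introns held 36839 peaks or 34.9%, of which 20694 were in first introns. UTRs and exons held 2.13% and 3.52% of the peaks. The promoter share depended most on the annotation, and with TSSs of protein-coding transcripts alone it was 22.7%.

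**Figure D1:**
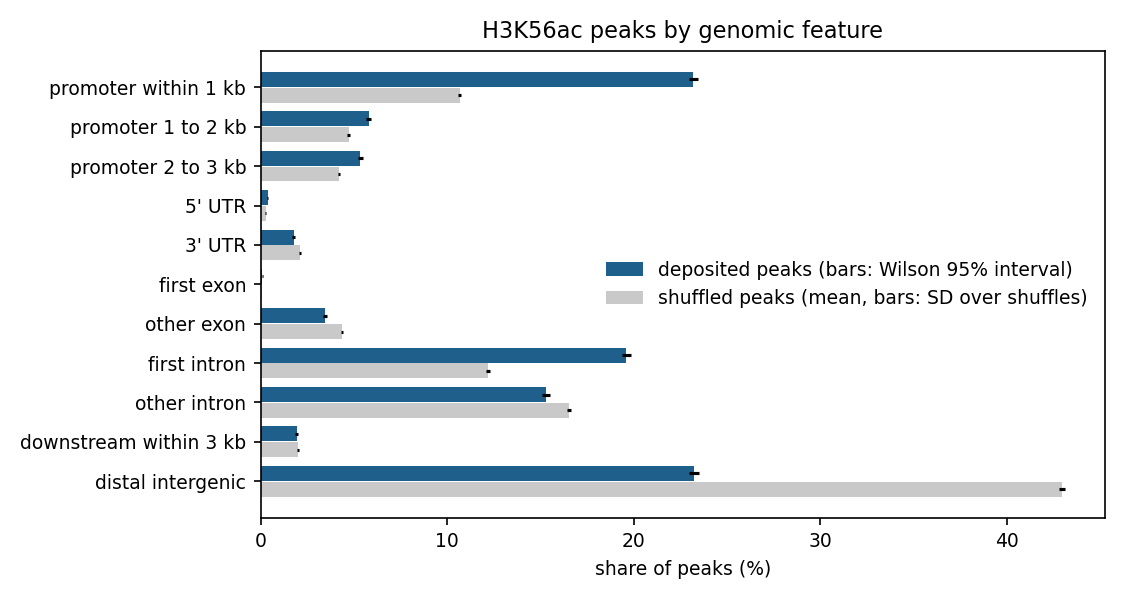
Share of H3K56ac peaks (%, horizontal axis) in each genomic feature, for the deposited peaks with Wilson 95% confidence intervals and for shuffled peaks as the mean with the SD over 1000 shuffles. Promoters within 1 kb of a TSS held 23.2% of the peaks against 10.7% of shuffled peaks, and distal intergenic regions held 23.2% against 42.9%.

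These shares were compared with those of peaks shuffled within their chromosome. Promoters held 1.75 times as many peaks as the shuffled sets, in which the promoter share was 19.6% ± 0.125 (SD over 1000 shuffles). The ratio was highest within 1 kb of a TSS, at 2.17, and fell to 1.23 between 1 and 2 kb and 1.27 between 2 and 3 kb. First introns held 1.61 times as many peaks as the shuffled sets, whereas other introns held 0.925 times as many. Distal intergenic regions were depleted, with 0.541 times the shuffled number. In the permutation test 11 of the 12 features differed from the shuffled sets, each with a two-sided p of 0.001, the smallest that 1000 shuffles can give, and an adjusted p of 0.0011. The exception was the region within 3 kb downstream of genes, with 0.968 times the shuffled number (p = 0.164, adjusted p = 0.164, permutation test). Of the alternatives, the feature under the peak midpoint moved the promoter ratio most, to 1.90, and the direction did not change. When all peaks of a chromosome were rotated together, which keeps their spacing, the SD of the promoter share rose to 0.435 percentage points and again 11 of the 12 features differed.

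The median distance from a peak to the nearest TSS was 7051 bp, against 15072 bp for a shuffled set. In all, 17556 peaks (16.6%) overlapped a TSS. A share of 23.2% of the peaks lay within 1 kb of a TSS, 11.1% at 1 to 3 kb, 8.59% at 3 to 5 kb and 15.04% at 5 to 10 kb. A further 39.6% lay at 10 to 100 kb, compared with 50.3% of the shuffled peaks, and 2.504% lay beyond 100 kb, compared with 9.21% of the shuffled peaks. With TSSs of protein-coding transcripts alone the median distance was 18908 bp.

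Next, the width of H3K56ac domains was compared between features. Promoter peaks had a median width of 1472 bp (quartiles 736 and 3198 bp, 36226 peaks) and distal intergenic peaks of 856 bp (quartiles 579 and 1538 bp, 24529 peaks). The difference was 0.78 on the log2 scale, a ratio of 1.72 (two-sided permutation test across peaks, which are not replicates, p = 1e-05, the smallest that 100000 resamples can give). Wide intervals touch a promoter more often by chance, and shuffled peaks showed a difference of 0.24 ± 0.0153 (SD over shuffles) on the same scale. The observed difference exceeded that by 0.54. Promoter peaks within 1 kb of a TSS had a median width of 2210 bp, and those between 1 and 2 kb of 783 bp. Assignment by overlap places wide peaks in the class nearest the TSS. By peak midpoint the medians were 2010 bp within 1 kb, 1006 bp at 1 to 2 kb and 842 bp at 2 to 3 kb, against 873 bp for distal intergenic peaks. Joining peaks less than 1 kb apart moved the difference most, to 1.32 on the log2 scale.

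**Figure D2:**
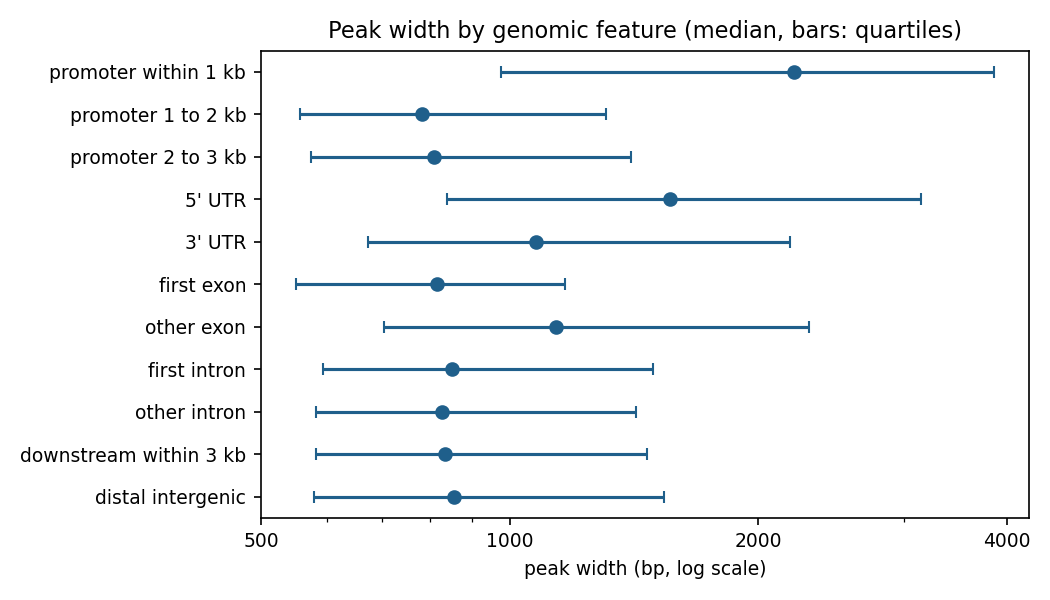
Width of H3K56ac peaks (bp, log scale, horizontal axis) by genomic feature. Points are medians over the peaks of each feature and bars run from the lower to the upper quartile. The median was 2210 bp for promoters within 1 kb of a TSS and 856 bp for distal intergenic regions.

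The 5 widest peaks all lay within or across a protein-coding gene. The widest, of 55.97 kb, spanned positions 16775484 to 16831449 of chromosome 11 inside Egfr (ENSMUSG00000020122.16) and overlapped none of the 28 exons of Egfr-201, and it was classed as a promoter peak because of a TSS of another annotated gene, Egfros. The next, of 53.37 kb, lay at 98012739 to 98066108 of chromosome 3 and overlapped exons 1 and 2 of Notch2 (ENSMUSG00000027878.11). A peak of 52.54 kb at 43474756 to 43527293 of chromosome 16 lay within Zbtb20 (ENSMUSG00000022708.16) and contained 7 of its annotated TSSs. A peak of 43.1 kb at 12260805 to 12303905 of chromosome 12 overlapped exons 1 and 2 of Fam49a-202 (ENSMUSG00000020589.17). The last, of 42.97 kb at 47328636 to 47371603 of chromosome 18, overlapped exon 1 of Sema6a-203 (ENSMUSG00000019647.16).

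To relate the peaks to genes that MuSCs use, promoters of MuSC marker genes were compared with those of olfactory and vomeronasal receptor genes, which provide a background. All 20 marker genes had a promoter peak (100%, Wilson 95% confidence interval 83.9% to 100%), against 20 of 1972 receptor genes (1.01%, 0.657% to 1.56%). The difference of 98.99 percentage points had a p of 3.8e-37 (two-sided Fisher's exact test across genes, which are not replicates). Receptor genes were chosen because MuSCs are not expected to use them, so a large difference was likely from the outset. In a shuffled peak set 7 of the 20 marker genes and 35.2% of the receptor genes had a promoter peak, so receptor promoters carried fewer peaks than random placement gives. Among all 21938 protein-coding genes 14872 (67.8%) had a promoter peak, as did 14859 (72.6%) of the 20472 that are not receptor genes. The share was 33.5% of 5854 lincRNA genes and 13.5% of 9940 processed pseudogenes. With promoters of 1 kb the difference between marker and receptor genes was 99.39 percentage points.

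Pax7 (ENSMUSG00000028736.13, chromosome 4, 139737062 to 139833528, minus strand), the transcription factor that defines MuSCs, overlapped 15 peaks that covered 86.7% of the gene. Its promoter peak was 21301 bp wide, spanned positions 139818983 to 139840283 and overlapped exons 1 to 4. Widths of the widest promoter peak of the other marker genes ranged from 2720 bp at Myod1 to 33642 bp at Megf10. Myf5 lay entirely within a peak of 30239 bp, and promoter peaks of over 20 kb were also found at Calcr, with 25343 bp, and Notch3, with 22371 bp.

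Utrn (ENSMUSG00000019820.11) encodes utrophin, the dystrophin-related protein on which the study centres. It lies on the minus strand of chromosome 10 from 12382188 to 12869365. The gene overlapped 56 peaks that covered 24.2% of its length of 487.2 kb. Among 205 protein-coding genes of similar length the median covered share was 2.10%, with quartiles of 0.275% and 7.57%, and 14 of them reached the share of Utrn, which placed Utrn at percentile 93.2. Taking genes within 50% of its length moved the percentile most, to 89.2. The peaks gathered at the 5′ end of the gene, where the first 100 kb was covered to 74.7%, against 11.2% in the rest. Intron 1 of Utrn-201, the transcript with 74 exons, extends from 12765333 to 12861567. It overlapped 28 peaks that covered 72.1% of its 96.24 kb. The first peaks downstream of the TSS of Utrn-201 at 12861735 lay within this intron. They were 358, 938 and 4528 bp wide and began 436, 851 and 1865 bp from the TSS, and the peak of 4528 bp ended 6392 bp from it, at positions 12855343 to 12859870. A separate peak of 3847 bp at 12866223 to 12870069 covered the TSS of Utrn-205 at 12869365 and those of Utrn-211 and Utrn-212 at 12868171 and 12868281.

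**Figure D3:**
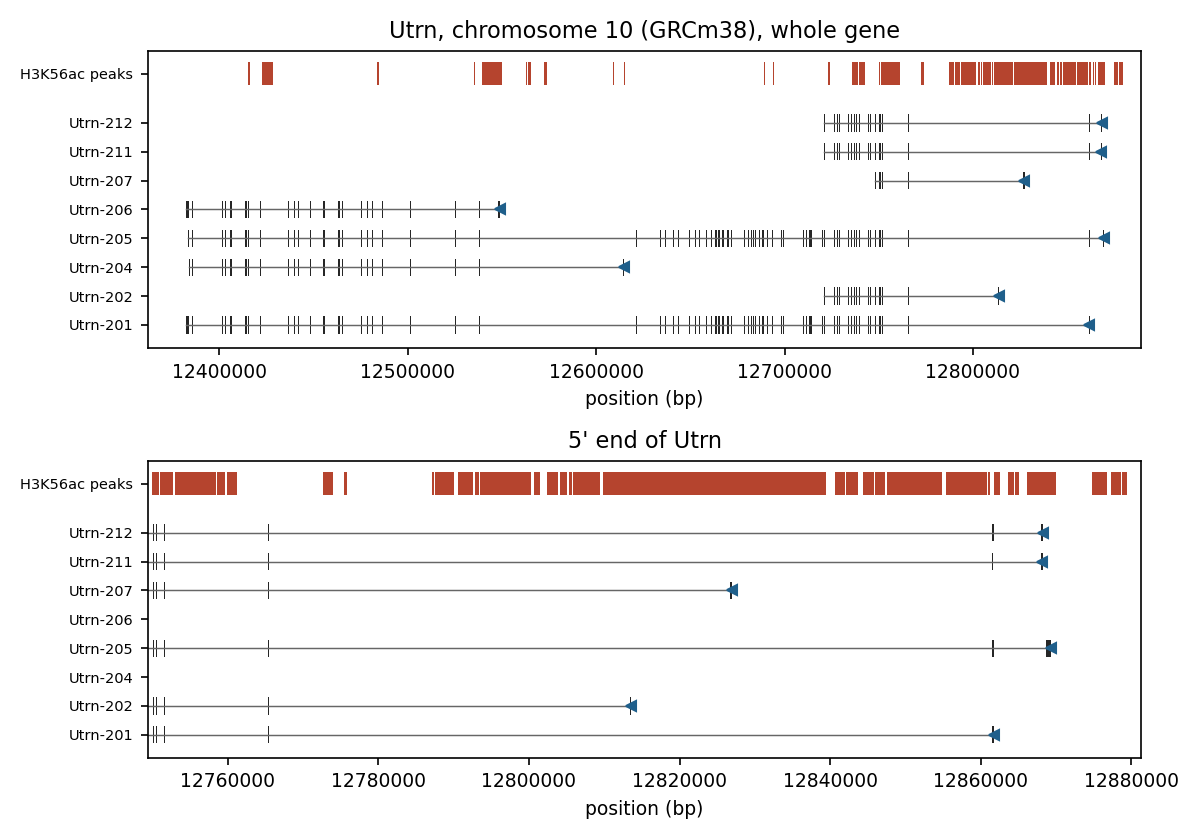
Map of Utrn on chromosome 10 (GRCm38, position in bp) with the merged H3K56ac peaks (red blocks) and the exons of its protein-coding transcripts (black blocks on lines, blue triangles mark the TSS), for the whole gene (top) and its 5′ end (bottom). Peaks covered 74.7% of the first 100 kb of the gene and 11.2% of the rest.

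Mstn (ENSMUSG00000026100.6, chromosome 1, 53061640 to 53068079, plus strand) had a promoter peak of 4697 bp at 53059461 to 53064157. This peak overlapped exons 1 and 2, and 39.1% of the gene was covered. Sirt6 (ENSMUSG00000034748.16, chromosome 10, 81621785 to 81627797, minus strand) had a promoter peak of 2624 bp at 81626405 to 81629028 that covered exons 1 and 2 of the gene. Dmd (ENSMUSG00000045103.17, chromosome X, 82948870 to 85206141, plus strand) overlapped 34 peaks over 2257 kb, which covered 1.35% of the gene. Its widest promoter peak of 3441 bp was at 85048048 to 85051488, at an annotated TSS far inside the gene and not at its 5′ end. Hspa2 (ENSMUSG00000059970.7, chromosome 12) had a promoter peak of 5017 bp at 76401607 to 76406623. Dab2 (ENSMUSG00000022150.16, chromosome 15, 6299788 to 6440712, plus strand) overlapped 3 peaks. The widest promoter peak had 3254 bp at 6385749 to 6389002, at an annotated TSS inside the gene and not at its 5′ end. Ptpn22 (ENSMUSG00000027843.13, chromosome 3, 103859795 to 103912247, plus strand) had 1 promoter peak of 719 bp at 103886836 to 103887554. That peak was also at an annotated TSS inside the gene, and the 5′ end of Ptpn22 had no promoter peak.

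Peak density was finally compared between chromosomes. The autosomes held between 31.3 peaks per Mb, on chromosome 14, and 61.2 peaks per Mb, on chromosome 11, with a median of 43.3. Chromosome X held 2100 peaks or 12.8 per Mb, which was 0.297 times the autosome median and below the range of the 19 autosomes. Per annotated TSS the ratio was 0.521, and chromosome X again lay below the range of the autosomes. The share of protein-coding genes with a promoter peak was 47.5% on chromosome X, against 56.1% to 78.2% on the autosomes. Chromosome Y held 8 peaks, or 0.0908 per Mb.

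**Figure D4:**
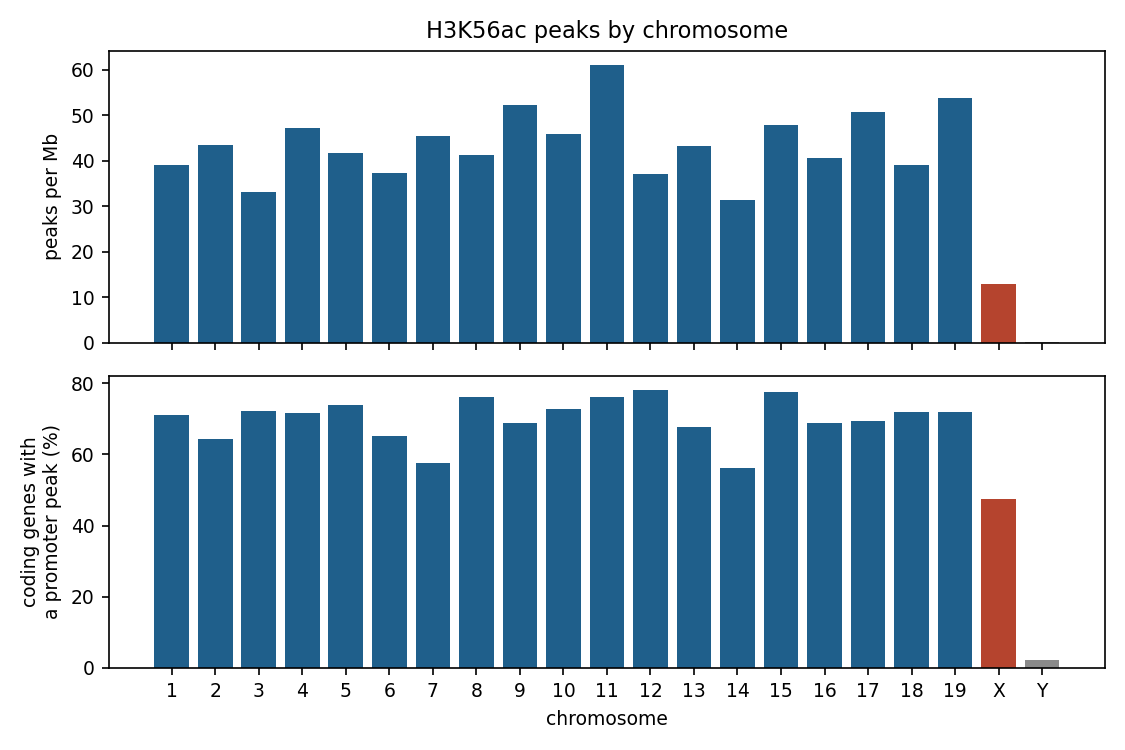
H3K56ac peaks per Mb of sequence outside gaps (top) and the share of protein-coding genes with a promoter peak (%, bottom) on each chromosome, with the 19 autosomes in blue, chromosome X in red and chromosome Y in grey. Chromosome X, with 12.8 peaks per Mb and 47.5% of genes, lies below the autosomes in both.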

Values the study reported

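For quiescent MuSCs the study gave a number of 15,237 H3K56ac peaks. By its comparison with other histone marks, the overlap was 37% for H3K4me3 and H3K27ac together, 33% for H3K4me3 and 8.8% for H3K27ac. Of the peaks that newly emerged in Sirt6mKO MuSCs, about 46% were placed in distal intergenic regions, and 13% of the upregulated peaks were within promoters. The study counted 1593 genes with both increased H3K56ac and increased chromatin accessibility. It placed a putative mouse downstream utrophin enhancer in intron 1 of Utrn, at 3.5 kb from the TSS in common use.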

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

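Of 37 alternative values for 11 results, 21 stayed on the same side of the test, within the spread of the value or, for the number of peaks, near the main number, and 16 moved. No direction reversed and no test lost its call.

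Joining intervals less than 1 kb apart gave 58591 peaks with a median width of 1782 bp, and keeping intervals of at least 500 bp left 91843 peaks and raised the median width to 1142 bp by construction. The promoter share was 23.2% with a promoter of 1 kb, 30.7% by peak midpoint, 22.7% with protein-coding transcripts only, 35.8% for intervals of at least 500 bp and 38.1% per base pair. The distal intergenic share was 25.2%, 24.4%, 33.1%, 22.4% and 20.2% in the same order. With over 100000 peaks the confidence intervals are narrow, so small shifts of a share count as moved, and the definition of the feature outweighs the counting error. The median distance to a TSS was 7768 bp from the peak midpoint and 18908 bp with protein-coding transcripts only, where fewer TSSs are counted. The density of chromosome X relative to the autosome median was 0.521 per annotated TSS, with a smaller deficit than per Mb, and the cause was not tested there.

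The ratio of observed to shuffled peaks was 1.75 to 1.90 at promoters and 0.513 to 0.547 in distal intergenic regions under the 5 alternatives, and the test gave the smallest p-value in each. The width difference ranged from 0.54 to 1.32 on the log2 scale over its 4 alternatives, the marker and receptor genes differed by 98.99 to 99.39 percentage points, and Utrn kept a percentile of 89.2 to 93.2. The list placed all peaks on the assembled chromosomes, so restricting it to these changed nothing.

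The planned comparison of Sirt6mKO with Control by edgeR or DESeq2, with and without a filter, with a replicate block and with each replicate left out, was not run, because it needs counts per sample. No paired analysis was possible because the merged list carries no values per sample. A peak of a single library and a peak shared by all libraries cannot be distinguished in this list, which limits each of the values above to the union.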

Other observations

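The tests on the spacing of peaks and on chromosome X were chosen after the results were seen. The tests on marker genes, sequence composition and the surroundings of Utrn were set out before their results were seen. No biological explanation was tested against the genotype, since the list does not separate Control from Sirt6mKO MuSCs.

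The merged set held 105600 peaks here. That is higher than the peak number quoted from the study above, which is for quiescent MuSCs. The figure legend of the study names these cells as wild type, and the study does not give the number as one per library. The merged list may also hold peaks of Sirt6mKO MuSCs, for which the study reported a global increase in peak number. The list does not state which libraries entered the merge, or whether the quoted peaks are part of it, so the gap between these numbers is not a measured difference in H3K56ac. The distal intergenic share here was 23.2%. That is lower than the share quoted from the study above, which concerns newly emerging peaks only. The study describes its distal intergenic regions as 10 to 100 kb from a TSS, and 39.6% of the peaks here lay at that distance. With protein-coding transcripts only, the distal intergenic share here was 33.1%. Part of that gap could therefore come from how the regions were defined. The promoter share here was 34.3%. That is higher than the quoted share for upregulated peaks.

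MuSC marker genes carried unusually wide promoter peaks. The median of their widest promoter peak was 10526.5 bp over 20 genes, against 3427.5 bp for 14852 other protein-coding genes with a promoter peak, and 19 of the 20 exceeded that median. None of 10000 random lists of 20 such genes reached the marker median (one-sided permutation p = 0.0001, the smallest they can give), which argues against a chance choice of genes. Genes with more annotated TSSs could gain wider peaks, but none of 10000 lists matched on the number of annotated TSSs reached it either (one-sided permutation p = 0.0001), and the middle of those lists had a median of 3198 bp. Of the 21938 protein-coding genes, 70 had a promoter peak of at least 20 kb, and 5 of these were among the 20 marker genes, namely Calcr, Megf10, Myf5, Notch3 and Pax7. A candidate explanation is that broad H3K56ac domains mark genes of MuSC identity. Expression level and promoter sequence were not matched and stay open, and the merging of several libraries may widen strong peaks more than weak ones.

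Peaks came in close series. Of 105579 gaps between neighbours, 44.5% were under 1 kb. If peak density per 100 kb window alone were the cause, peaks moved at random within their window would give a similar share. They gave 10.4% ± 0.0942 (SD over 100 shuffles, highest 10.6%). Moved peaks that overlapped were merged, which removes short gaps in dense windows and may lower this share by an amount that was not measured. Density that varies within a window was not tested, so local density stays open. There was no minimum distance between peaks, since 1863 gaps were at most 10 bp, 1798 were 11 to 20 bp and 1111 were 91 to 100 bp. Joining across gaps under 1 kb placed 69470 peaks (65.8%) in 22461 regions of at least 2 peaks. The region with the most peaks held 32 within 73.49 kb at 82219072 to 82292559 of chromosome 1, where it overlapped Irs1. A candidate explanation is that broad acetylated domains were called as several narrow peaks, so that the number of peaks may count pieces of domains. The number after joining was 58591.

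Chromosome X was poor in peaks beyond what its number of genes accounts for. Fewer genes would leave the share of genes with a promoter peak within the range of the autosomes, but it was 47.5% on chromosome X against at least 56.1% on the autosomes. Leaving out genes whose symbol stem is shared by 5 or more genes, which removes the large gene families, gave 62.4% against at least 73.6%. Expression was not matched, so the kind of genes on chromosome X stays open. Repeats out of reach of unique alignment also fell short as the whole cause. All peaks divided by the length of sequence outside repeats gave 24.1 per Mb on chromosome X, against at least 48.0 on the autosomes. Distal intergenic peaks were reduced more, to 0.267 times the autosome median per Mb, than promoter peaks within 1 kb, at 0.423 times. Promoter peaks on chromosome X had a median width of 1030 bp, below the range of 1361 to 1664 bp on the autosomes, and distal peaks of 608 bp. A single copy of chromosome X in cells of male mice could bring peaks below the calling threshold and narrow the others. Weaker acetylation of chromosome X would give the same widths, so both cannot be told apart without signal values. The labels do not give the sex of the mice, while the study names male mice for its ChIP-seq results.

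Chromosome Y held 8 peaks, which needs reads from male mice unless reads of similar genes on chromosome X were placed there. There was 1 peak each in Kdm5d, Eif2s3y and Ddx3y, and 2 in each of Uty and Gm47283, while 1 peak lay 8428 bp from Uba1y. The widest, of 2417 bp, was at 1284963 to 1287379 in Ddx3y.

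Peaks differed in sequence from random positions of the same width and chromosome. Their median GC content was 45.8% against 41.7%. Promoters as the whole cause are contradicted by the distal intergenic peaks. Their median GC content exceeded that of their matched positions by 3.35 percentage points (95% bootstrap interval 3.23 to 3.47). CpG islands away from annotated TSSs were not separated out, so CpG islands stay open as a cause. Repeats made up 20.7% of peak sequence on average against 33.5% at random positions. In distal intergenic peaks the difference was -11.75 percentage points (-12.16 to -11.33), so promoters are not the whole cause there either. Unique alignment, which loses reads in repeats, and a preference of the library preparation for GC-rich fragments stay open as candidate explanations, since neither was tested.

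Peak coverage of Utrn was not shared evenly by its surroundings. If a large peak-rich neighbourhood were the cause, the 1 Mb on either side would be covered as much as the gene, but it was covered to 9.09% on average, against 24.2% for Utrn. The sides differed, with 16.3% upstream of the gene and 1.87% downstream. A share at least as high as that upstream was found in 13.9% of 2454 windows of 1 Mb on the autosomes, so a peak-rich region on the upstream side may contribute to the dense 5′ end.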
